A study of Mus musculus with 9 samples. Its data were reported in "Prostate lineage-specific metabolism governs luminal differentiation and response to antiandrogen treatment" (2023).

How the data were processed

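RNA sequencing of 9 organoid libraries was used, 3 each of vehicle, UK5099 and Mpc1-KO, grouped by the sample labels. According to the study's methods, the authors made stranded mRNA libraries (KAPA), sequenced them single-end on an Illumina HiSeq, aligned the reads with STAR (2.7.9a in the submitters' processing notes, to GRCm39), counted reads per gene, and normalized the counts in Partek Flow. The deposited values are CPM (counts-per-million values of all reads assigned to genes in a library), to which the authors added 0.0001, and the low genes were not filtered out. The authors tested differences with DESeq2, which was not repeated here. The table held 52249 entries named by gene symbol. The symbols were older than the stated annotation (Ero1l, Atp5a1 and Acpp rather than later names), 96.4% of them matched GENCODE M21 of an earlier genome build, and therefore no coordinates are given. A further 24 symbols had been turned into spreadsheet dates and cannot be named. The 1 entry without a gene name, at most 0.000715% of a library, was left out of the tests.

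The 0.0001 was subtracted from each value. The depth of each library was then worked out from the smallest step between values, since 99.9% to 99.93% of values under 1000 reads lay within 0.02 of a whole number of reads. Depth ran from 16.5 to 28.7 M reads with a median of 23.9 M reads, so that 3 reads, taken as the floor of detection, correspond to 0.136 CPM in vehicle library 1. Intervals for reads of a single library are exact Poisson intervals at 95%. The 20 most abundant genes took 5.74% to 7.02% of the reads and mitochondrially encoded genes 0.658% to 1.033%.

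Genes with a mean of at least 1 CPM over the 9 libraries (12396) were tested on log2(CPM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with a mean-variance trend), in 1 fit of all 9 libraries with 6 residual degrees of freedom and a prior worth 3.88. Tests were two-sided, p was adjusted by Benjamini-Hochberg over the genes of a comparison, and a gene passed at an adjusted p below 0.05. Comparisons were UK5099 with vehicle, Mpc1-KO with vehicle, and Mpc1-KO with UK5099, the last being the test of the difference between the effects of drug and deletion. The design, the main test, 32 gene lists and the rule for naming genes were fixed before the data were examined. The lists covered lineage, metabolism, stress, signalling and markers of other cell types. No member of 1 list was measured, which left 31. They were tested with camera at a preset correlation of 0.01 between genes, which compares a list with all other genes, and adjusted over the 31 lists. Alternatives for the lists were camera with an estimated correlation, fry, which asks whether a list's genes move one way on balance without comparing them with other genes, and preranked GSEA (fgsea 1.28.0). For each list, genes that passed were counted after adjustment over all genes tested and adjusted over the list alone.

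The rule named the carrier genes Mpc1 and Mpc2, lineage genes the study names (Krt8, Krt18, Krt5, Trp63, Prom1 and Hoxb13, with 2 others and 1 list not reported here), the 8 largest changes in each direction among genes that passed with a mean of at least 5 CPM and no overlap between the libraries of the groups (4 in each direction for Mpc1-KO with UK5099), and up to 4 members with the smallest p of each list that passed and of 5 lists named in any case. Predicted genes, Rik clones and pseudogenes were left out of the largest changes. A gene with no reads in 1 group is given as a bound against 3 reads over that group.

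Whether replicate numbers pair libraries was checked by correlating deviations from the group mean across genes. Between vehicle and UK5099 libraries of the same number the correlation was 0.44, 0.14 and 0.31, all above 0.1, although vehicle 2 with UK5099 3 gave 0.26 and vehicle 3 with UK5099 2 gave 0.13. With Mpc1-KO the same-number values were -0.04, -0.02 and 0.09 for vehicle and -0.12, -0.08 and 0.12 for UK5099. A replicate block was run as an alternative.

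The gene test was tested on simulated data in 10 draws per comparison, with 200 genes changed by known folds and drawn from genes with a mean of at least 2 CPM. With UK5099 and vehicle, 68.2%, 93.1% and 99.7% of genes changed 1.5-, 2- and 4-fold were recovered and 3.87% of calls were false. With Mpc1-KO and vehicle the shares were 69.4%, 93.9% and 99.5%, with 4.53% false, and with Mpc1-KO and UK5099 they were 66.6%, 94.6% and 99.4%, with 5.65% false. In these simulations a gene had the same spread in every group and genes varied independently. In the data the spread differed between groups (median SD of 0.181 with UK5099 and 0.061 in Mpc1-KO). The shares therefore check the procedure and do not give its recovery or false calls on the data. Other alternatives were other pseudocounts, other filters on low genes, other scalings of the libraries, no trend, only the 6 libraries of a comparison, stricter thresholds and each library left out in turn. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for reading and plotting.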

Results

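RNA was sequenced from mouse prostate organoids grown from basal cells with floxed Mpc1 alleles. Mpc1 and Mpc2 together form the mitochondrial pyruvate carrier, which moves pyruvate from the cytosol into the mitochondrial matrix. The 9 libraries fell into 3 groups of 3. Vehicle organoids carried a control virus coding for red fluorescent protein (RFP) and received the solvent. UK5099 organoids carried the same virus and received the carrier inhibitor UK5099 at 10 µM for a week. Mpc1-KO organoids carried a virus coding for Cre recombinase, which excises the floxed part of Mpc1, and received the solvent. The labels did not say whether replicates were separate cultures or separate animals. Depth was 22.1, 27.4 and 23.9 M reads in vehicle libraries 1 to 3, 24.9, 26.3 and 16.5 M reads with UK5099, and 28.7, 22.5 and 21.8 M reads in Mpc1-KO. Between 12174 and 12467 genes reached 1 CPM (a counts-per-million value) in a library. The first principal component held 65.8% of the variance and placed UK5099 (scores of 41.4 to 49.5) apart from the other 6 libraries (-27.8 to -17.6). On the second component (17.3%), UK5099 library 1 (27.2) lay apart from UK5099 libraries 2 and 3 (-9.1 and -15.0). The spread between replicates differed between groups. The median SD of a gene on the log2 scale was 0.181 with UK5099, 0.088 in vehicle and 0.061 in Mpc1-KO.

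The comparison of UK5099 with vehicle asked how organoids responded when pyruvate import was blocked with a drug. UK5099 organoids carried more basal and less luminal transcript than vehicle organoids. Krt5, a keratin of basal epithelial cells, rose from 1629 ± 72.0 to 6488 ± 479.9 CPM (mean ± SD, n = 3 libraries per group throughout), a log2 fold change of 1.99 ± 0.08 (SE) with a limma adjusted p of 3.2e-07. Its basal partner keratin Krt14 rose from 1244 ± 108 to 4535 ± 615 CPM (log2 fold change 1.86, adjusted p = 1.3e-06), and Trp63, the transcription factor that maintains basal cells, rose from 198 ± 15.1 to 340 ± 25.1 CPM (0.78, adjusted p = 2.4e-05). The luminal keratins Krt8 and Krt18 fell, with log2 fold changes of -0.55 (adjusted p = 0.0054) and -0.54 (adjusted p = 1.3e-04). Prom1, a membrane glycoprotein of luminal progenitors, fell from 203 ± 13.5 to 60.3 ± 5.55 CPM (-1.75, adjusted p = 4.3e-07). Hoxb13 did not pass the test (-0.05, adjusted p = 0.61). Transcript of the carrier itself did not pass either, at a log2 fold change of -0.06 for Mpc1 (adjusted p = 0.77) and 0.33 for Mpc2 (adjusted p = 0.097, or 0.027 without UK5099 library 3).

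Published signatures of human prostate cells sorted for high CD49f (basal) or low CD49f (luminal) moved the way of these keratins. Human members without a single mouse counterpart were left out. Of 16 measured genes of the basal signature (19 in the list), 10 rose and 1 fell, and the counts adjusted over the list alone were also 10 and 1. Bcl11b, a zinc finger transcription factor, had a log2 fold change of 1.56, and the phospholipase gene Plch2 one of 1.06. The list rose in camera with a median log2 fold change of 0.56 and an adjusted p of 0.0057, but adjusted p = 0.31 with an estimated correlation and 0.061 without Krt5 and Trp63 among its members. Of 31 measured genes of the luminal signature, 4 rose and 17 fell, or 5 and 18 adjusted over the list alone. The luminal list held 65 genes, and the rest were too low to be tested, so the result covers a part of the signature. Cp, which codes for the copper carrier ceruloplasmin, fell from 1067 ± 20.4 to 275 ± 16.6 CPM (-1.96, adjusted p = 1.0e-07), and the tight junction gene Cldn3 fell by 1.03 on the log2 scale. The luminal list fell with a median of -0.60 (camera adjusted p = 4.0e-04, and adjusted p = 0.058 with an estimated correlation). A separate list of 16 canonical basal markers, which shares 5 genes with the signature, had 9 up and 4 down over all genes and over the list alone (median 0.52, camera adjusted p = 0.017, adjusted p = 0.21 with an estimated correlation and 0.14 without Krt5 and Trp63). Canonical luminal markers went both ways, with 6 up and 6 down of 17 by either adjustment, and did not pass (adjusted p = 0.68, or 0.032 by fry). Their median (-0.05) and the test pointed down while their mean was 0.17.

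**Figure D1:**
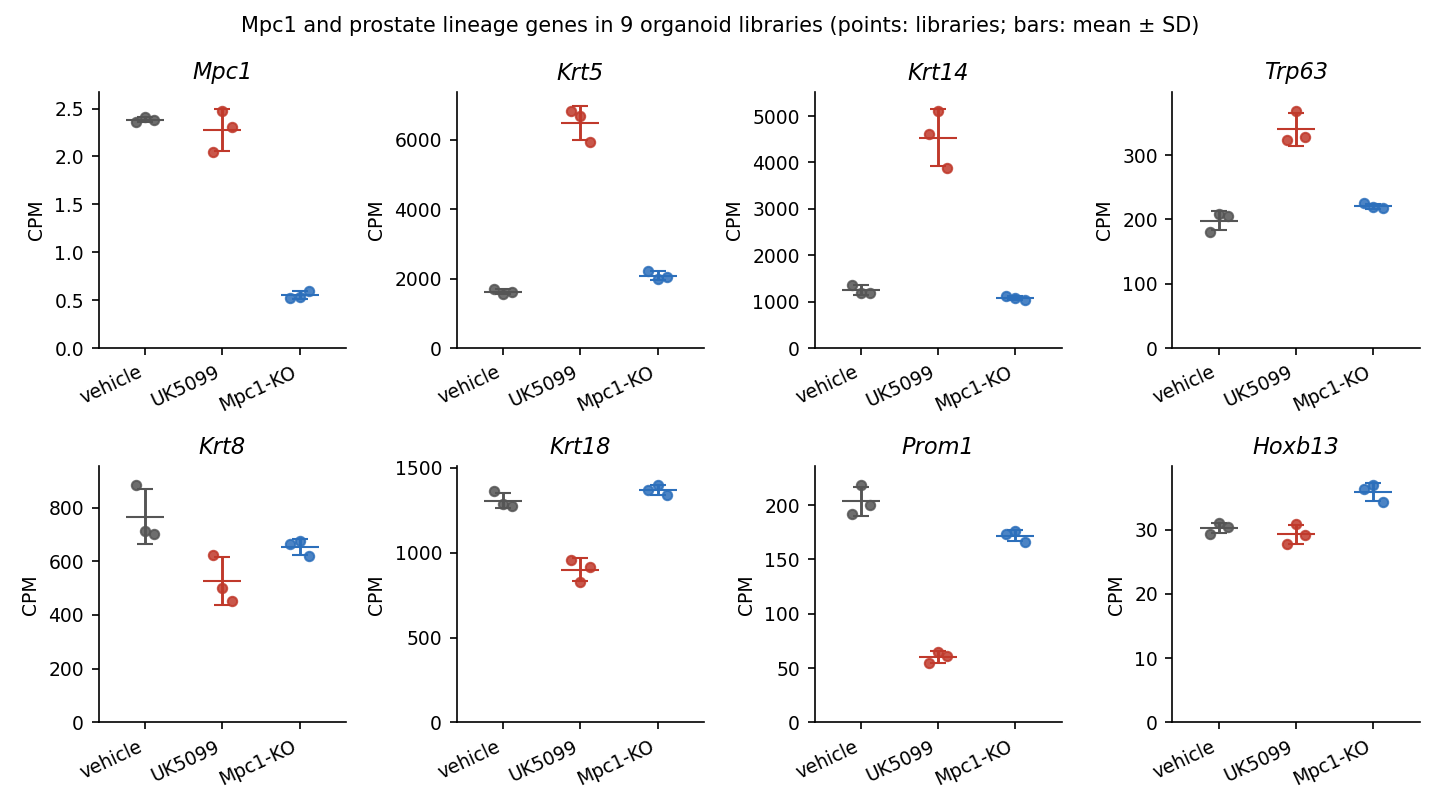
Normalised read counts (CPM, vertical axes from 0) of Mpc1 and 7 lineage genes in vehicle, UK5099 and Mpc1-KO organoids (points are the 3 libraries of a group, bars the mean ± SD). Krt5, Krt14 and Trp63 were highest and Krt18 and Prom1 lowest with UK5099, while Mpc1 was lowest in Mpc1-KO, at 0.52 to 0.60 CPM.

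Several of the largest rises with UK5099 were in genes of cornifying squamous epithelium. Krt10, a keratin of the suprabasal epidermis, went from 2.43 ± 0.622 to 360.3 ± 197 CPM (log2 fold change 6.80 ± 0.37, adjusted p = 1.3e-06). Krt13, a keratin of stratified mucosa, went from 11.6 ± 3.01 to 483 ± 140.1 CPM (5.32, adjusted p = 6.9e-07), and the wound-response keratin Krt6a from 317 ± 8.08 to 2481 ± 376 CPM (2.96, adjusted p = 1.7e-07). All 16 measured squamous and cornified markers rose, over all genes and over the list alone, with a median of 2.97 (camera adjusted p = 6.8e-12, and adjusted p = 0.31 with an estimated correlation). The mean of the list lay 2.78, 4.04 and 3.64 log2 units above vehicle in UK5099 libraries 1, 2 and 3. Targets of the aryl hydrocarbon receptor, a sensor of foreign aromatic compounds, rose in 6 of 7 cases by either adjustment (median 2.81, camera adjusted p = 1.3e-05, and adjusted p = 0.058 with an estimated correlation). The cytochrome P450 gene Cyp1b1 rose from 6.90 ± 0.268 to 208 ± 23.5 CPM (4.81, adjusted p = 1.5e-09). Cyp1a1 had no reads in vehicle and was at least 75.2-fold higher with UK5099 (3 reads over the vehicle libraries taken as the floor), and with Cyp1a1 at that bound the list's median was 3.53. Targets of NRF2, which drives antioxidant and detoxifying enzymes, rose in 15 of 20 cases by either adjustment (median 0.64, camera adjusted p = 6.2e-08, and adjusted p = 0.058 with an estimated correlation). The glutathione transferase gene Gsta4 rose from 213 ± 3.15 to 1319 ± 106 CPM (2.63, adjusted p = 1.6e-08). The quinone reductase gene Nqo1 (3.53) and the aldehyde dehydrogenase gene Aldh3a1 (6.01) rose as well, and both belong to the receptor's list and to the NRF2 list.

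Every measured enzyme gene of cholesterol synthesis was higher with UK5099, 25 of 25 by either adjustment (median 0.73, camera adjusted p = 6.8e-11, and adjusted p = 0.31 with an estimated correlation). Hsd17b7 rose from 23.7 ± 3.79 to 80.9 ± 20.51 CPM (1.73), and Sqle, which codes for squalene epoxidase, rose by a log2 fold change of 1.04. Of 69 nuclear genes of the respiratory chain, 38 rose and none fell, or 40 and 0 adjusted over the list alone (median 0.24, camera adjusted p = 2.2e-07, and adjusted p = 0.36 with an estimated correlation). The ATP synthase gene Atp5g3 (0.44) and the cytochrome oxidase gene Cox6a1 (0.39) were among them. Genes of the tricarboxylic acid (TCA) cycle had 9 up and 1 down of 18, or 10 and 1 adjusted over the list alone (median 0.28, camera adjusted p = 0.014, but 0.055 by preranked GSEA and 0.73 with an estimated correlation). Citrate synthase (Cs) rose by a log2 fold change of 0.43 while Idh2 fell (-0.44). Glycolysis and lactate transport did not pass (median -0.25, adjusted p = 0.23), but without UK5099 library 2 the list passed with 5 down (median -0.42, adjusted p = 0.0084). Only Hk2 (-0.62, adjusted p = 0.023, or 0.077 without vehicle library 2 and 0.069 without vehicle library 3) passed among its 20 genes, and none passed adjusted over the list alone, against 1 up and 2 down at an unadjusted p below 0.05. De novo lipogenesis had 6 up and 3 down of 14 by either adjustment and did not pass as a list (adjusted p = 0.53), with Acly at 0.72 and Acacb at -1.11. Genes of pyruvate entry had 5 up and 0 down of 14 by either adjustment (adjusted p = 0.073). They passed without UK5099 library 1 (0.040), without the filter on low genes (0.026), by preranked GSEA (0.031) and by fry (6.0e-05). Genes of glutamine and alanine use had 7 up and 0 down of 14, or 7 and 1 adjusted over the list alone (adjusted p = 0.056). They passed without vehicle library 2 (0.048) or 3 (0.044) or UK5099 library 2 (0.037), with median-of-ratios rescaling (0.043), without the filter (0.011) and by fry (0.0011).

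Cell cycle genes rose and interferon response genes fell with UK5099. Of 30 proliferation genes, 28 rose by either adjustment (median 0.69, camera adjusted p = 8.3e-09, and adjusted p = 0.43 with an estimated correlation), such as the topoisomerase gene Top2a (0.75) and the cyclin gene Ccnb1 (0.83). Of 32 interferon response genes, 19 fell and none rose, or 19 and 1 adjusted over the list alone (median -0.81, camera adjusted p = 9.0e-06, and adjusted p = 0.62 with an estimated correlation), such as Bst2 (-1.56) and Rsad2 (-1.64). Markers of mesenchymal cells, of which 8 of 20 could be measured, had 7 down and 1 up by either adjustment (median -1.02, camera adjusted p = 6.6e-04, and adjusted p = 0.31 with an estimated correlation). Fn1, which codes for fibronectin, fell from 7116 ± 568 to 409 ± 168 CPM (-4.20, adjusted p = 1.7e-06), and Vim, which codes for vimentin, fell from 162 ± 30.4 to 8.47 ± 2.25 CPM (-4.20, adjusted p = 8.9e-07). Hypoxia targets fell in camera (median -0.52, adjusted p = 0.035, and adjusted p = 0.83 with an estimated correlation), with 4 down and 1 up of 16 by either adjustment. Vegfa, which codes for a growth factor of blood vessels, fell by 1.06 on the log2 scale and Adm fell by 2.24, while Ddit4 rose (0.34, adjusted p = 0.014, or 0.063 without vehicle library 2 and 0.060 without vehicle library 3). The call on the hypoxia list was lost without UK5099 library 1 (median -0.10, adjusted p = 0.36), without vehicle library 2 (0.053), with median-of-ratios rescaling (0.084), by fry (0.24) and by preranked GSEA (0.13). Markers of immune, endothelial and neuroendocrine cells were nearly unmeasured, at 1 of 12, 2 of 8 and 2 of 10 genes, and no marker of the seminal vesicle was measured. Urothelial markers had 4 up and 1 down of 6 by either adjustment (median 0.91) and did not pass (camera adjusted p = 0.092), but they passed without UK5099 library 1 (0.011), at a mean of at least 5 CPM (0.021), without the filter on low genes (0.013) and by fry (4.9e-04).

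In all, 4721 of 12396 genes passed with UK5099 (limma, adjusted p below 0.05), 2462 up and 2259 down, and 941 of them changed by more than 2-fold. A replicate block, which pairs libraries by number, gave 4922 genes. The balance of directions depended on scaling and on UK5099 library 1, with 2353 up and 2540 down after median-of-ratios rescaling and 2616 up and 3057 down without that library. The 4 deepest falls among genes with a mean of at least 5 CPM were Ctla2a (-4.61), Cyp26b1, which degrades retinoic acid (-4.49, from 241 ± 40.1 to 12.2 ± 7.497 CPM), Adgra1 (-4.43) and Dmbt1 (-4.34). By camera 13 of 31 lists passed, against 12 by preranked GSEA, 19 by fry and 0 by camera with an estimated correlation, where 5 had an unadjusted p below 0.05. The 18 lists that did not pass had adjusted p of 0.056 to 0.81, and in 6 of them the median, the mean and the test differed in sign. Camera with the preset correlation also called up to 16 lists when the 6 libraries were split with the groups mixed.

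The comparison of Mpc1-KO with vehicle asked what deletion of the carrier gene changed, with Cre expression going along with the deletion. Mpc1 itself stood at 2.36, 2.41 and 2.38 CPM in the vehicle libraries, at 2.04, 2.47 and 2.30 CPM with UK5099 and at 0.52, 0.53 and 0.60 CPM in the Mpc1-KO libraries. These last values were 15, 12 and 13 reads, with exact 95% Poisson intervals of 0.29 to 0.86, 0.28 to 0.93 and 0.32 to 1.02 CPM that cover counting error only. Mpc1 fell with a log2 fold change of -1.46 ± 0.14 (adjusted p = 6.7e-04) and was lower in all 3 libraries, as the labels state. The size of the fall depended on the pseudocount, at -1.93 with 0.1 CPM and -0.78 with 2 CPM. Mpc2 did not pass (0.20, adjusted p = 0.38). A remaining read may lie outside the deleted part, so the level says nothing of the protein. Mpc1 has a processed pseudogene, and how reads shared with it were counted is not given in the sources used here. Among genes with many pseudogene copies, Gapdh stood at only 4.61 to 6.54 CPM over the libraries and Pgk1 at 11.4 to 34.8 CPM. Others stood high, such as Actb (2168 to 3007 CPM) and Ldha (765 to 1441 CPM). Whether reads shared with pseudogenes were lost was not tested, so the levels of Mpc1 and of such genes, some of them glycolytic, are uncertain.

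Among Krt5, Trp63, Krt8, Krt18, Prom1 and Hoxb13, only Krt5 passed in Mpc1-KO organoids. It stood at 2088 ± 129 against 1629 ± 72.0 CPM in vehicle, a log2 fold change of 0.36 ± 0.08 with an adjusted p of 0.021. That call was lost without vehicle library 2 (adjusted p = 0.093) or 3 (0.082) and without Mpc1-KO library 1 (0.10), 2 (0.052) or 3 (0.081). In these fits the UK5099 libraries, with the widest spread (median SD of 0.181 against 0.088 and 0.061), enter the shared variance, which makes passing harder. A fit of the 6 vehicle and Mpc1-KO libraries alone called 4404 genes and kept all 1323 calls of the main fit, Krt5 among them. Krt8 (-0.22, adjusted p = 0.26), Krt18 (0.07, 0.54) and Trp63 (0.16, 0.18) did not pass. Prom1 had a log2 fold change of -0.24 (adjusted p = 0.068, or 0.0067 and 0.048 without UK5099 library 1 and 2 and 0.039 with a replicate block), and Hoxb13 one of 0.24 (adjusted p = 0.051, or 0.011, 0.043 and 0.041 without UK5099 library 1, 2 and 3). The luminal signature had 3 up and 5 down of 31, or 3 and 6 adjusted over the list alone, and did not pass (median -0.06, adjusted p = 0.53). Cp fell (-0.41, adjusted p = 0.0056) while Ltf, which codes for lactoferrin, rose from 40.6 ± 1.76 to 88.4 ± 6.19 CPM (1.11, adjusted p = 5.4e-04). The basal signature had 2 up and 3 down of 16, or 4 and 4 adjusted over the list alone, and did not pass (adjusted p = 0.97), with a median of -0.06 and a mean of 0.01. By preranked GSEA the luminal (adjusted p = 0.39) and basal (0.88) signatures did not pass either. The paper's text, from its own GSEA, reported the luminal signature as negatively and the basal one as positively enriched in Mpc1-KO organoids. Neither was found with the measured members here. Canonical basal markers (2 up and 3 down of 16, or 3 and 4 adjusted over the list alone, adjusted p = 0.97) and canonical luminal markers (2 up and 0 down of 17, or 3 and 2, adjusted p = 0.27) did not pass either. The basal list's median was -0.01 and its mean 0.02.

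Proliferation genes had the smallest p of the lists by camera with the preset correlation in Mpc1-KO, with 19 of 30 up and none down, or 24 and 0 adjusted over the list alone (median 0.77, camera adjusted p = 3.4e-18, and adjusted p = 0.68 with an estimated correlation). By fry their adjusted p was 0.016, behind NRF2 targets (0.0031) and aryl hydrocarbon receptor targets (0.0032). Cenpf, which codes for a kinetochore protein, rose from 43.3 ± 5.42 to 90.9 ± 5.402 CPM (1.07, adjusted p = 0.0011), and the mitotic kinase gene Aurka rose by a log2 fold change of 0.91. NRF2 targets had 8 up and 0 down of 20, or 10 and 0 adjusted over the list alone (median 0.30, camera adjusted p = 3.6e-06, and adjusted p = 0.16 with an estimated correlation). Nqo1 rose from 13.6 ± 3.15 to 37.1 ± 0.698 CPM (1.44, adjusted p = 8.5e-04), and Gstm1 (0.82) and Gsta4 (0.50) rose too. Targets of the aryl hydrocarbon receptor had 3 up of 7, or 4 adjusted over the list alone (median 0.48, or 0.54 with Cyp1a1 at its bound, camera adjusted p = 8.6e-04, and adjusted p = 0.19 with an estimated correlation). Interferon response genes had 1 down and 0 up of 32 by either adjustment, and the list fell as a whole (median -0.38, camera adjusted p = 9.8e-04, but 0.47 by fry and 0.87 with an estimated correlation). Mesenchymal markers had 4 down of 8, or 4 down and 1 up adjusted over the list alone (median -0.51, camera adjusted p = 0.0055, or 0.063 without vehicle library 2 and 0.056 by fry, and adjusted p = 0.82 with an estimated correlation). Vim fell from 162 ± 30.4 to 42.8 ± 8.90 CPM (-1.91, adjusted p = 0.0013).

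The remaining 3 lists passed by a narrow margin in Mpc1-KO, each with an adjusted p of 0.035 in camera and adjusted p = 0.87 with an estimated correlation. Squamous and cornified markers had 4 up of 16 by either adjustment (median 0.26), among them Krtdap, a keratinocyte gene, which went from 0.802 ± 0.301 to 3.40 ± 0.509 CPM (1.60, adjusted p = 0.0056). Their call was lost without vehicle library 1 (adjusted p = 0.067) or 2 (0.099), without UK5099 library 3 (0.055) and without Mpc1-KO library 1 (0.086) or 3 (0.067). Glycolysis and lactate transport had 1 up of 20 by either adjustment (median 0.14), the lactate carrier gene Slc16a1 (0.62, adjusted p = 0.0050). The hexokinase gene Hk2 had a log2 fold change of 0.43 (adjusted p = 0.16, or 4.8e-04 without UK5099 library 1). Hypoxia targets had 1 up of 16 by either adjustment (median 0.35). With median-of-ratios rescaling all 3 calls were lost (0.056 to 0.067), as they were by fry (0.47 to 0.49). The glycolysis and hypoxia calls were lost without vehicle library 1 (adjusted p = 0.15 and 0.091) and without Mpc1-KO library 1 (0.051 for both). No gene of the TCA cycle passed out of 18 over all genes or over the list alone (limma, adjusted p of the list 0.19), against 3 up at an unadjusted p below 0.05. Without library 1 of both vehicle and UK5099, a fit chosen after seeing the data, 4 TCA cycle genes rose and the list passed (camera adjusted p = 0.019). In that fit the respiratory chain also passed, with 10 genes up (camera adjusted p = 0.022). Of 69 respiratory chain genes 2 rose, or 0 adjusted over the list alone and 15 at an unadjusted p below 0.05 (adjusted p = 0.059, or 0.028 without vehicle library 1, 0.045 with median-of-ratios rescaling, 0.012 without the filter on low genes and 0.041 by preranked GSEA), and of 25 cholesterol genes 1 rose by either adjustment (adjusted p = 0.91). De novo lipogenesis had 1 up of 14, or 0 adjusted over the list alone and 2 up and 1 down at an unadjusted p below 0.05 (adjusted p = 0.97).

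In all, 1323 of 12396 genes passed in Mpc1-KO, 699 up and 624 down, and 151 of them changed by more than 2-fold. Median-of-ratios rescaling turned the balance to 613 up and 808 down. The 8 largest rises included Apoe, which codes for a lipid carrier (2.20, from 7.05 ± 1.01 to 34.3 ± 5.16 CPM), the Wnt inhibitor gene Wif1 (1.65), the noncoding Gt(ROSA)26Sor (1.56) and the growth factor receptor gene Fgfr3 (1.47). The 4 deepest falls were Dmbt1 (-2.46), the mechanosensitive channel gene Piezo2 (-2.38), Ctla2a (-2.36) and Odaph (-2.32). The number of genes that passed fell without any 1 of the vehicle or Mpc1-KO libraries, which also leaves fewer libraries in a group. It rose when any UK5099 library was left out. It was 596, 427 and 376 without vehicle library 1, 2 and 3, 310, 488 and 319 without Mpc1-KO library 1, 2 and 3, and 3594 and 1999 without UK5099 library 1 and 3. A fit of the 6 vehicle and Mpc1-KO libraries alone called 4404 genes, and all 1323 kept their call and direction. The same kind of fit for UK5099 called fewer, 3474. Genes past a 2-fold change were fewer in Mpc1-KO in either kind of fit, 151 against 941 with all 9 libraries and 179 against 919 with 6. By camera 8 of 31 lists passed (5 without Mpc1-KO library 1), against 9 by preranked GSEA, 3 by fry and 0 with an estimated correlation, where 2 had an unadjusted p below 0.05. The 23 lists that did not pass had adjusted p of 0.059 to 0.98, and the median, mean and test differed in sign in 7 of them.

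**Figure D2:**
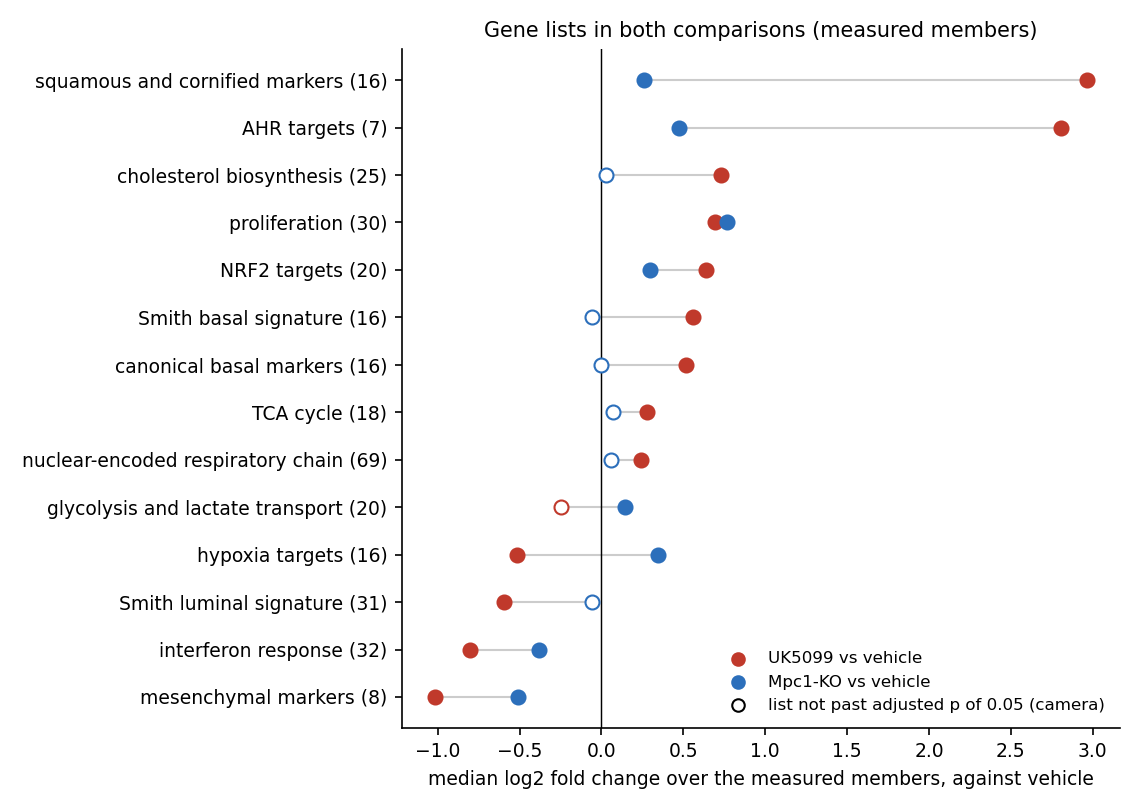
Median log2 fold change over the measured members (horizontal axis) of the 14 gene lists that passed in UK5099 (red) or Mpc1-KO (blue) against vehicle, with the number of members in brackets and open circles for lists that did not pass camera in that comparison. Proliferation genes sat at 0.69 and 0.77, while squamous markers sat at 2.97 and 0.26.

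The comparison of Mpc1-KO with UK5099 tested whether the effects of the deletion and of the drug differed. Several basal genes were lower and several luminal genes higher in Mpc1-KO than with UK5099. Krt5 was lower by a log2 fold change of -1.63 (adjusted p = 9.9e-07), Krt14 by -2.06 (1.2e-06) and Trp63 by -0.62 (1.0e-04), while Krt18 (0.61, adjusted p = 7.3e-05), Prom1 (1.51, 1.2e-06) and Hoxb13 (0.29, 0.0073) were higher. Krt8 did not pass (0.33, adjusted p = 0.051, or 0.036 without vehicle library 1, 0.0017 without UK5099 library 1 and 0.010 with a replicate block). The luminal signature had 17 up and 3 down of 31, or 18 and 3 adjusted over the list alone (median 0.56, camera adjusted p = 7.4e-04, and adjusted p = 0.13 with an estimated correlation). The basal signature had 1 up and 8 down of 16, or 1 and 9 adjusted over the list alone (median -0.46, camera adjusted p = 0.0026, and adjusted p = 0.36 with an estimated correlation). Canonical basal markers had 1 up and 9 down of 16, or 1 and 10 adjusted over the list alone (median -0.47, camera adjusted p = 0.0034, and adjusted p = 0.13 with an estimated correlation). Canonical luminal markers had 7 up and 3 down of 17, or 8 and 3 adjusted over the list alone (median 0.23, mean -0.01), and did not pass (camera adjusted p = 0.28, or 0.0030 by fry).

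Squamous markers were lower in Mpc1-KO than with UK5099 in 16 of 16 cases by either adjustment (median -2.86, camera adjusted p = 7.6e-10, and adjusted p = 0.36 with an estimated correlation). Krt10 stood at 2.89 ± 0.626 against 360.3 ± 197 CPM (-6.59, adjusted p = 2.4e-06), and the cornified envelope gene Cnfn had no reads in Mpc1-KO, so that it was at least 658-fold higher with UK5099. Cholesterol genes were lower in 23 of 25 cases by either adjustment (median -0.71, camera adjusted p = 1.4e-09, and adjusted p = 0.52 with an estimated correlation), such as Hsd17b7 (-2.31) and the synthase gene Hmgcs1 (-1.03). Respiratory chain genes had 32 down and 1 up of 69, or 33 and 1 adjusted over the list alone (median -0.20, camera adjusted p = 4.1e-04, and adjusted p = 0.60 with an estimated correlation). Aryl hydrocarbon receptor targets had 6 down and 1 up of 7 by either adjustment (median -2.10, camera adjusted p = 7.3e-04, and adjusted p = 0.13 with an estimated correlation), led by Cyp1b1 (-4.33, adjusted p = 8.5e-09). NRF2 targets had 12 down and 2 up of 20, or 14 and 3 adjusted over the list alone (median -0.42, camera adjusted p = 7.4e-04, and adjusted p = 0.16 with an estimated correlation), such as Gsta4 (-2.13). Hypoxia targets had 8 up of 16, or 10 adjusted over the list alone (median 0.98, camera adjusted p = 7.4e-04, but 0.052 by fry and 0.60 with an estimated correlation), led by Kdm3a (0.86) and Adm, which went from 17.8 ± 12.3 to 115 ± 4.05 CPM (2.99, adjusted p = 0.0011). Glycolysis had 5 up of 20, or 4 adjusted over the list alone (median 0.36, camera adjusted p = 0.0054, or 0.081 without UK5099 library 1 and 0.12 by fry, and adjusted p = 0.68 with an estimated correlation), with Hk2 at 1.05 (adjusted p = 0.0014). Proliferation genes did not pass (5 up and 3 down of 30, or 3 and 1 adjusted over the list alone, median 0.13, adjusted p = 0.40), but without UK5099 library 2 they passed with 9 up and 1 down (median 0.24, adjusted p = 0.028).

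Interferon response genes were higher in Mpc1-KO than with UK5099, with 8 up and 2 down of 32 by either adjustment (median 0.33, camera adjusted p = 0.025, and adjusted p = 0.87 with an estimated correlation). Bst2 was higher by a log2 fold change of 1.05 and Stat2 lower (-0.40). The call was lost without UK5099 library 1 (adjusted p = 0.14) or 2 (0.25), without Mpc1-KO library 3 (0.15) and by fry (0.32). Mesenchymal markers had 4 up of 8 by either adjustment (median 0.50, camera adjusted p = 0.043, and adjusted p = 0.60 with an estimated correlation), with Fn1 at 3083 ± 428 against 409 ± 168 CPM (2.99, adjusted p = 1.7e-05) and Vim at a log2 fold change of 2.29. That call was lost without vehicle library 2 (adjusted p = 0.066) or 3 (0.051), without UK5099 library 1 (0.051) or 3 (0.052), without Mpc1-KO library 2 (0.083), with a replicate block (0.055), with median-of-ratios rescaling (0.054) and by preranked GSEA (0.16). TCA cycle genes had 3 up and 8 down of 18 by either adjustment, with Idh2 at 0.55 and Cs at -0.34, and did not pass (adjusted p = 0.21). De novo lipogenesis had 3 up and 5 down of 14 by either adjustment (adjusted p = 0.61), with Fasn at -0.76 and Acly at -0.86. In all, 5498 of 12396 genes passed, 2620 up and 2878 down (2964 and 2791 after median-of-ratios rescaling), and 852 by more than 2-fold, such as Cyp26b1 at 252 ± 10.4 against 12.2 ± 7.497 CPM (4.57). By camera 12 of 31 lists passed, against 11 by preranked GSEA, 16 by fry and 0 with an estimated correlation, where 4 had an unadjusted p below 0.05. Among the 19 that did not pass (adjusted p of 0.21 to 0.83), the median, mean and test differed in sign in 4.

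Some genes passed with drug and deletion alike. Of the genes that passed in both, 344 rose and 361 fell in both (300 and 424 after median-of-ratios rescaling), such as Vim, Dmbt1 and Ctla2a among the falls and Krtdap, Nqo1, Wif1 and Fgfr3 among the rises. Independent lists of the same sizes would share 139 and 114. Of the genes up in Mpc1-KO, 49.2% were up with UK5099, and of those down 57.9% were down, while 165 genes passed in opposite directions and 453 passed in Mpc1-KO alone, a number with no test of a difference behind it. Both comparisons used the same 3 vehicle libraries, which alone makes fold changes correlate. Across genes, which are not independent replicates, Pearson's r was 0.36 and Spearman's rho 0.20. The mean r was 0.50 in 100 simulations of unchanged groups with shared controls. They gave each gene the same spread in every group, which by itself sets r near 0.50. In the data the median SD of a gene was 0.181 with UK5099, 0.088 in vehicle and 0.061 in Mpc1-KO. The r of the data and that of the simulations therefore cannot be compared. The covariance of 0.072 was above the mean of 0.011 in those simulations. They gave 0 shared genes by the limma test. With no effect in any group hardly any gene can pass, so that count does not measure overlap from shared controls. With 3 vehicle libraries the controls could not be divided between the comparisons, so a part of the overlap may rest on them. The 705 shared genes became 397, 258 and 243 without vehicle library 1, 2 and 3, 212, 326 and 222 without Mpc1-KO library 1, 2 and 3, and 1698 without UK5099 library 1.

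**Figure D3:**
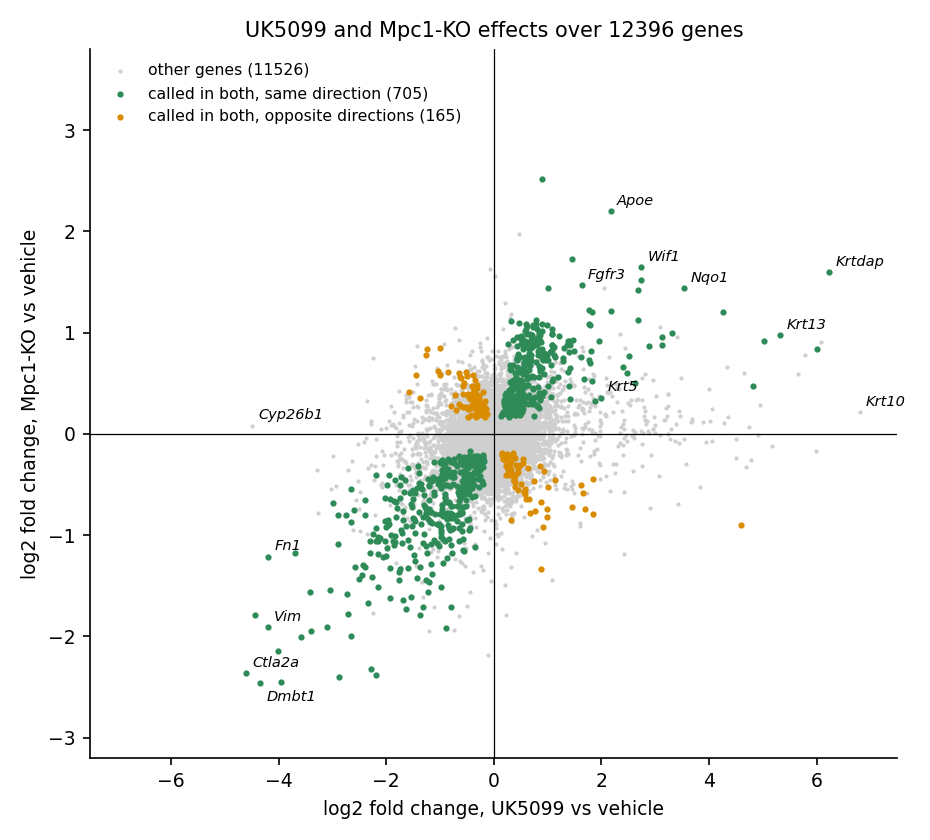
Log2 fold change of 12396 genes with UK5099 (horizontal axis) and in Mpc1-KO (vertical axis), both against the same vehicle libraries, with 1 point per gene. The 705 green points passed in both in the same direction and the 165 orange points in opposite directions, and Krt10 and Cyp26b1 lie far from 0 on the horizontal axis alone.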

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

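The tests of the 3 patterns weighed here were all chosen after the result was seen, while the tests of the lists were fixed beforehand. Drug and deletion differed in 12 gene lists, each singled out because the difference between their effects passed its own test (camera, Mpc1-KO with UK5099, n = 3 libraries per group), and none passed with an estimated correlation (adjusted p of 0.13 to 0.87). Lists lower in Mpc1-KO were squamous markers (adjusted p = 7.6e-10), cholesterol synthesis (1.4e-09), the respiratory chain (4.1e-04), aryl hydrocarbon receptor targets (7.3e-04), NRF2 targets (7.4e-04), the basal signature (0.0026) and canonical basal markers (0.0034). Lists higher in Mpc1-KO were the luminal signature (7.4e-04), hypoxia targets (7.4e-04), glycolysis (0.0054), interferon response (0.025) and mesenchymal markers (0.043). The entry without a gene name was singled out because its lowest value with UK5099, 5.07 CPM, was above every vehicle library (1.65 to 4.44 CPM).

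Squamous genes rose strongly with UK5099 and little in Mpc1-KO. Scaling of the libraries is argued against as the cause, since the median of all genes differed by only -0.047 between Mpc1-KO and UK5099 against -2.86 for the list. A uniformly weaker response to Cre and deletion combined is also argued against, because the ratio of the Mpc1-KO to the UK5099 median was never below 1.02 for proliferation genes and never above 0.114 for squamous genes when any library was left out, although a response with a threshold stays open, as does a weaker effect of the deletion if Cre raised the proliferation genes. For a uniformly weaker effect of the deletion, Cre would need to have moved other lists too. The same ratio ran from 0.39 to 0.57 for NRF2 targets, 0.41 to 0.60 for mesenchymal markers and 0.36 to 0.63 for interferon response genes. Aryl hydrocarbon receptor targets (0.15 to 0.20) and the respiratory chain (0.14 to 0.31) lay lower, and cholesterol genes (-0.005 to 0.115) overlapped squamous genes. An effect of Cre on these lists was not tested. An effect of UK5099 apart from the carrier cannot be told apart from a carrier effect with these groups: aryl hydrocarbon receptor targets had a median of 0.48 in Mpc1-KO, past camera with the preset correlation (adjusted p = 0.19 with an estimated one) but far below 2.81 with UK5099. A candidate explanation is that part of the squamous response may come from the drug itself, and Mpc1-KO cells treated with UK5099, which the design does not hold, would test it.

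Proliferation genes were higher with UK5099 and in Mpc1-KO than in vehicle. A single vehicle library as the cause is argued against, since the median of the list stayed at 0.62 or more in both comparisons with each vehicle library left out. Both rises were measured against the same 3 vehicle libraries, so low values in vehicle as a group would give both and stay open. In camera with an estimated correlation the list passed in neither comparison (adjusted p = 0.43 with UK5099 and 0.68 in Mpc1-KO). For the rise in Mpc1-KO (0.77), Cre and deletion cannot be told apart, since a Cre control without floxed alleles was not analysed here. That loss of carrier function may favour division in both groups is a hypothesis found and examined on the same libraries, and Mpc1-KO cells given Mpc1 back, which the design does not hold, would test it. It rests on transcripts alone. The paper reported no significant effect of UK5099 on the formation rate or diameter of basal-derived organoids. In luminal-derived organoids it reported no change in proliferation markers with the drug.

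UK5099 library 1 lay apart from UK5099 libraries 2 and 3, with median deviations from its group of -0.92 log2 units in hypoxia targets, -0.71 in squamous markers and -0.57 in glycolysis. A batch shared by every library numbered 1 is argued against by a correlation of -0.12 between its deviations and those of Mpc1-KO library 1, while a batch of vehicle and UK5099 alone stays open, as vehicle library 1 correlated at 0.44. Depth is argued against as well, since its 24.9 M reads lay between the 16.5 and 26.3 M reads of the others. Vehicle cells mixed into the sample are argued against, because 14 genes over 10-fold lower in libraries 2 and 3 than in vehicle had moved from their level there by a median of 3.00% of the distance to the vehicle level, while the shortfall of squamous genes would need 62.5%. No biological explanation was tested.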

How the results depend on the processing

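Of the alternatives here, limma-voom on recovered reads, the replicate block within the 6 libraries of a comparison, the fit without library 1 of both vehicle and UK5099, and the limit of an adjusted p below 0.01 with a log2 fold change above 1 were chosen after seeing the data. No named gene reversed under the alternatives run, sign changes among values that never passed aside, but median-of-ratios rescaling turned the balance of directions to 2353 up and 2540 down with UK5099, 613 and 808 in Mpc1-KO and 2964 and 2791 between them. The results most open to processing were the 1323 genes and 705 shared genes of Mpc1-KO. Without a filter on low genes they were 761 and 441, and with only the 6 libraries compared 4404 (above the 3474 of UK5099) and 1253, where the UK5099 libraries, with the widest spread, no longer enter the shared variance. They were 4171 and 1435 with a block within those 6 libraries, and 3283 and 1674 without library 1 of vehicle and UK5099. Leave-one-out gave 310 to 3594 and 212 to 1698. More than 2-fold changes numbered 941 with UK5099, 151 in Mpc1-KO and 852 between the treated groups, an adjusted p below 0.01 gave 3023, 326 and 3395, and both limits together 889, 93 and 801, fewer by construction. The 8 lists of Mpc1-KO were 4 at a mean of at least 5 CPM, 3 by fry, and 5 to 8 in leave-one-out. With an estimated correlation 0 lists passed in any comparison, the luminal signature with UK5099 had an adjusted p of 0.0585 and the basal one 0.306. Without Krt5 and Trp63 the basal signature had 0.0608. Leave-one-out ranges were 3432 to 5673 genes, 13 to 15 lists, 3.9e-05 to 0.0244 (luminal) and 6.7e-05 to 0.0282 (basal) for UK5099, 4008 to 6194 genes and 10 to 12 lists for Mpc1-KO with UK5099, and -1.49 to -1.44 for Mpc1. A replicate block (paired by number) gave 4922 genes for UK5099, 1399 for Mpc1-KO, 5765 between them and 721 shared. It gained Krt8 (Mpc1-KO with UK5099), Gbp3, Parp14 and Prom1 (Mpc1-KO with vehicle), and lost Col1a1 (Mpc1-KO with UK5099), Fads1 and Sparc (Mpc1-KO with vehicle) and the mesenchymal list (adjusted p = 0.055). Of 4510 values of 206 named-gene results under 22 alternatives, 4263 kept their side of the threshold, 136 no longer passed and 111 newly passed. Direction was checked only where a value passed in the main test or the alternative. Mpc1 could not be tested at a mean of at least 5 CPM. Voom on recovered reads gave 4798, 1392 and 5614 genes and 736 shared, and tests on those reads by other packages, though planned, were not run. Where no construction is given, the cause was not tested. At this depth 3 reads are 0.104 to 0.182 CPM.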

Other observations

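Apart from Cyp26b1, Gt(ROSA)26Sor and Fgfr3, which the rule named, the gene families and single genes of this part were chosen after the result was seen and were not run under the alternatives, a rescaling of the families aside. Many keratin genes changed with UK5099. Of 22 measured keratin genes, 15 rose and 4 fell (14 and 4 after median-of-ratios rescaling), with a median log2 fold change of 1.41, while 4721 of all 12396 genes passed, against 3 up and 1 down in Mpc1-KO (2 and 1 rescaled). Krt4 rose by 2.79, Krt15 by 1.54 and Krt20, a keratin of the upper urothelium, by 3.38. The surface proteins Psca (2.54, adjusted p = 2.8e-04) and Ly6d (2.68, adjusted p = 3.3e-06) and the receptor genes Notch1 (0.75) and Notch3 (0.48) rose with UK5099 too. Genes of laminin, integrin and collagen IV chains, which anchor epithelium to its basement membrane, had 22 down and 2 up of 31 with UK5099 with or without rescaling (median -0.60). Col4a1 fell from 300.1 ± 12.8 to 137 ± 7.37 CPM (-1.13), Itga2 fell by 0.99 and Itgb1 by 0.60 on the log2 scale, while Itga6, the CD49f of the basal signature, rose by 0.53. In Mpc1-KO these chains had 9 down and 1 up (8 and 0 rescaled). Genes of retinoic acid handling had 7 down and 3 up of 12 with UK5099 with or without rescaling, with Cyp26b1 at -4.49, Rarb at -1.41 and Crabp2 at 2.38. In Mpc1-KO they had 3 up and 1 down, which became 1 up and 2 down after rescaling, so no direction is given.

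Single genes outside the lists changed as well. Trp53, the p53 tumour suppressor gene, fell from 91.3 ± 11.2 to 47.4 ± 1.78 CPM in Mpc1-KO (-0.93, adjusted p = 0.0048), stood at 95.2 ± 21.3 CPM with UK5099 (0.05, adjusted p = 0.83), and differed between Mpc1-KO and UK5099 (-0.98, adjusted p = 4.3e-04). The list of p53 targets, fixed beforehand, did not pass in Mpc1-KO (camera adjusted p = 0.29). It had 1 up and 2 down of 25, or 1 and 3 adjusted over the list alone (median -0.04). The noncoding Gt(ROSA)26Sor, read from the Rosa26 locus, stood at 3.12 ± 0.899 CPM in vehicle, 3.08 ± 0.0997 with UK5099 and 9.96 ± 0.915 in Mpc1-KO (adjusted p = 1.1e-04 for Mpc1-KO with UK5099). The growth factor receptor genes Fgfr3 (1.63 with UK5099 and 1.47 in Mpc1-KO) and Fgfr2 (0.89 and 0.84) rose in both.

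Regrouping the libraries at random was planned for the comparisons. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. As many genes came from 1 of the 10 splits, the real one, in each comparison (4721, 1323 and 5498 genes), and the highest of the others was 0. For the lists, splits with as many numbered 4 with UK5099 (real 13, highest other 16), 3 in Mpc1-KO (8 and 11) and 2 for Mpc1-KO with UK5099 (12 and 13). As small an adjusted p came from 2 splits for the luminal signature with UK5099 (real 4.0e-04, smallest other 1.2e-04), 4 for the basal one (0.0057 and 4.2e-06), 3 for the luminal signature in Mpc1-KO (0.53 and 0.22) and 9 for the basal one (0.97 and 0.0083). Of the 4 splits of vehicle and UK5099 that part every numbered pair, the 3 other than the real one gave 16, 9 and 8 lists, and the 6 that keep a pair together gave 9 to 14. For the 705 shared genes, 2 of 100 drawn splits gave as many, the real one included. Such splits treat all 9 libraries as alike and ignore numbered pairs, while the UK5099 libraries alone lay far apart from the rest. Mixing groups also widens the spread within them, and mixed splits of 6 libraries gave 0 genes. A small share could therefore arise without a response common to drug and deletion, so it does not exclude chance overlap. The highest other split gave 2799 with the 3 UK5099 libraries in the control role and vehicle and Mpc1-KO libraries mixed in both treated roles, so that it follows the structure of the samples. In 100 simulations of shared controls without any effect, with the same spread in every group, the covariance was at most 0.0123, against 0.0724. Those simulations gave 0 shared genes (limma). Hardly any gene can pass in that setting, so this 0 cannot be set against the 705. A part of the overlap from shared controls beside real effects is not excluded.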
